A study of Homo sapiens with 21 samples.

How the data were processed

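HepG2 is a human hepatocellular carcinoma line. Per the labels, its cells were kept for 24 h in serum-free medium holding caffeine at 0.01, 0.1, 1, 10, 100 or 1000 µM or none, with 3 cultures per group and 21 libraries. Total RNA was purified on poly(dT) beads and copied with a SmartScribe reverse transcriptase kit, per the labels' protocols. The deposited table gives raw read counts per feature, as whole numbers without normalization. The labels state no aligner, counting tool, genome build, annotation release, use of strand or read filter, so no coordinates are given. Without knowledge of the counting, genes that share sequence with paralogs, pseudogenes or overlapping genes, and antisense genes, have uncertain counts.

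The table lists 37637 features, of which 32937 carry versioned Ensembl identifiers and 4700 are unannotated loci. Gene symbols were matched by identifier for 24852 features. A further 21 columns of per-sample values were not used here, nor were the columns of sums and medians. Samples were assigned to groups by the dose in their titles. Total counts per library ran from 23502519 to 44815552. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules.

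Features were filtered with edgeR's filterByExpr by group, which kept 17951, of which 1697 were unannotated loci. Counts were scaled by TMM and tested with edgeR 4.0.16 (R 4.3.3) by the quasi-likelihood F-test with robust dispersion, in 1 fit over all 21 libraries with a mean per group. P-values were 2-sided and adjusted by the Benjamini-Hochberg method across features, with a threshold of 0.05. The same fit tested the 6 doses jointly. A separate fit tested the slope on dose rank, with control at 0 and the doses in rising order. The standard error of a log2 fold change was taken as its absolute value over the square root of F. CPM values were computed with TMM-scaled library sizes, and log2 CPM used a prior count of 2. The between-group share of the total sum of squares was tested by 100000 permutations of the group labels, 1-sided. The median Pearson r of the fold changes over pairs of doses was compared with 100 simulations of unchanged groups that shared the control libraries.

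Gene sets were tested with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01, for 6 sets at 6 doses, with adjustment over the 36 tests. The sets covered aryl hydrocarbon receptor (AHR) targets, cAMP and CREB targets, sterol synthesis genes under SREBP2, the unfolded protein and integrated stress response, p53 targets and the cell cycle. A list of 32 genes related to caffeine (receptors, phosphodiesterases, calcium channels, metabolising enzymes and damage kinases) was fixed in the same way, and 19 of them passed the filter. The genes named in the text followed a rule. At a dose with 10 or more calls, and for the trend, the 3 largest rises and the 3 largest falls were named among called genes with a symbol and a mean of at least 5 CPM. For a dose all 3 treated libraries also had to lie on 1 side of all 3 controls. With fewer calls, up to 2 genes with the smallest p were named. Up to 3 called members were named for each set and for the list.

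Libraries were searched for batches, since the labels give none. Libraries were clustered by average linkage on the centred log2 counts of the mitochondrial mRNAs, and the number of clusters was taken at the highest mean silhouette. The resulting library sets were added as a term to the same fits, an alternative chosen after seeing the data. Lengths, GC content and gene types came from GENCODE 29, which may differ from the authors' annotation, and 89.6% of the tested nuclear features had a value.

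The fits were tested on simulated counts for the 17951 features, with 200 genes changed by known folds for each of 3 tests (10 µM, 1000 µM and the trend). Without a set difference, 174 of the 200 were recovered at 10 µM with 12 false calls among the 17351 features changed for none of them. With a simulated set difference and no set term, the false calls among these features rose to 2782 at 10 µM, 2387 at 1000 µM and 6964 for the trend. With the set term there were 10, 14 and 7 false calls, and 138, 133 and 172 of the 200 genes of each test were recovered.

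Alternatives were DESeq2 size factors in the same test, DESeq2 1.42.0 with its Wald test, limma-voom, no filter, a mean of at least 5 CPM, only control and 1 dose in the fit, the replicate number as a block, log10 or linear dose for the trend, a prior count of 0.5, fry and an estimated correlation for the sets, each library left out in turn, the library set as a term, annotated genes only, and set A alone.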

Results

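The data are gene-level read counts from 21 libraries of HepG2 cells, in 7 groups of 3 cultures, exposed for 24 h to 6 doses of caffeine or to none. The comparisons ask which transcripts differ from control at each dose and whether they change with dose. Total counts per library ran from 23502519 to 44815552, and between 23409 and 24754 features had at least 1 count. The control libraries had 32759535, 39571761 and 27867586 counts and the 1000 µM libraries 37406615, 27438469 and 25395221. No pair of replicates within a group agreed within read-counting noise, with a chi-square per gene of at least 3.84 over 21 pairs. Reads without molecular identifiers can exceed that noise even between repeat libraries of 1 culture. The test therefore cannot show that the cultures were separate, and each library was counted as 1 replicate on the labels alone. The first 3 principal components held 42.5%, 14.4% and 10.7% of the variance of log2 CPM.

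Libraries of 1 group did not always resemble each other in their mitochondrial transcripts. These made up 4.72% to 14.2% of counts. Clustering on the mitochondrial mRNAs gave 3 library sets, at a mean silhouette of 0.571 against 0.525 for 2 clusters. Set A held 11 libraries, namely all control, 0.01 µM and 0.1 µM libraries and replicates 1 and 2 at 1 µM. Set B held 7 libraries, namely replicate 3 at 1 µM, all 3 at 10 µM, replicate 2 at 100 µM and replicates 1 and 2 at 1000 µM. Set C held 3 libraries, namely replicates 1 and 3 at 100 µM and replicate 3 at 1000 µM. Mitochondrial transcripts took 9.95% to 14.2% of counts in set A, 4.72% to 4.95% in set B and 11.8% to 12.8% in set C. The ratio of MT-ND4 to MT-CO1 counts was 0.466 to 0.570, 0.357 to 0.452 and 0.752 to 0.915 in the same order. Given the group, 5310 features (29.6% of those tested) differed between sets by edgeR's quasi-likelihood test. All controls were in set A and all 10 µM libraries in set B, so only replicate 3 at 1 µM links these sets within a group.

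**Figure D1:**
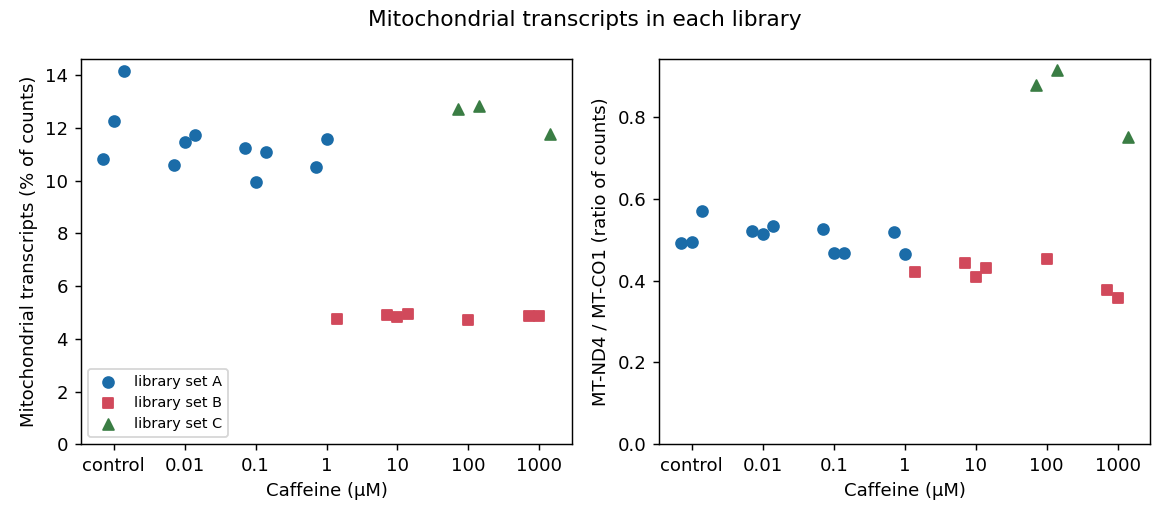
Share of counts from mitochondrial transcripts (left, %) and ratio of MT-ND4 to MT-CO1 counts (right) for each of the 21 libraries by caffeine dose, coloured by library set. Set B libraries lie between 4.72% and 4.95%, below every library of sets A and C.

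The number of features called against control rose from the lower to the higher doses. By edgeR's quasi-likelihood test, 5 features (1 higher, 4 lower) passed an adjusted p of 0.05 at 0.01 µM. None did at 0.1 µM, where 1701 had an unadjusted p under 0.05. At 1 µM 19 passed (2 higher, 17 lower), and at 10 µM 2650 (1305 higher, 1345 lower). At 100 µM 8358 passed (4243 higher, 4115 lower), and at 1000 µM 10342 (5119 higher, 5223 lower). With the library set as a term, the alternative that moved the 10 µM count most, 5 features passed at 10 µM. The same fit gave 542 at 0.01 µM, 4 at 0.1 µM, 113 at 1 µM, 3114 at 100 µM and 6829 at 1000 µM. Control, 0.01 and 0.1 µM libraries are all in set A, so at these doses the rise reflects a smaller estimated spread and not other fold changes. Of the features called without the set term, 2 at 10 µM, 2802 at 100 µM and 6152 at 1000 µM were called in the same direction with it. Within set A alone, 18 features passed at 0.01 µM. At 0.1 µM and at 1 µM (2 libraries) none passed there, with 2189 and 2576 at an unadjusted p under 0.05. Within set B, which has no control, 11798 features differed between 1000 µM (2 libraries) and 10 µM (3 libraries). Set C has neither control nor 10 µM libraries.

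**Figure D2:**
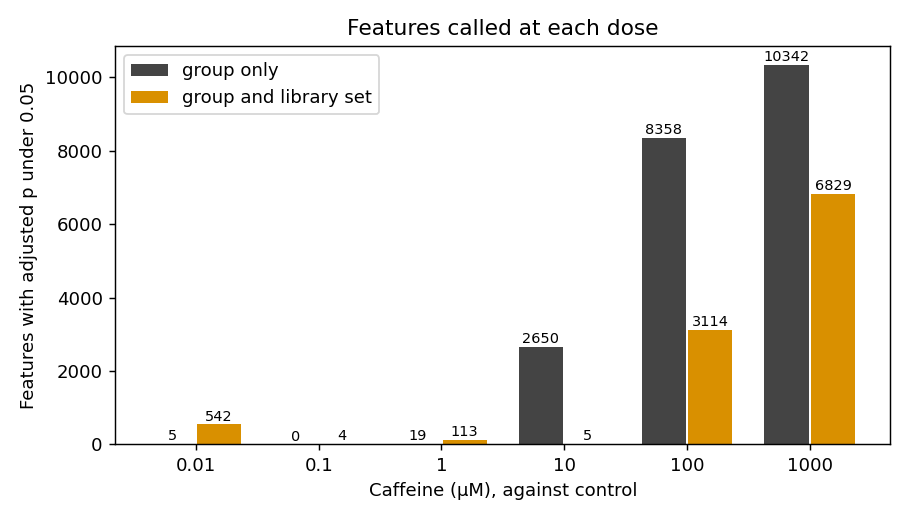
Number of features with an adjusted p under 0.05 at each caffeine dose against control, in the fit with group means only and in the fit with the library set as a further term. At 10 µM the count was 2650 in the first and 5 in the second.

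Across the 7 groups, 13218 features differed in the joint test, and 10743 with the set term. The slope on dose rank passed the threshold for 9919 features (5310 rising, 4609 falling). The fit with the set term called 767 (560 rising, 207 falling), of which 680 were called in the same direction without it and 4 in the opposite direction. The group accounted for 66.6% of the variance over features (permutation p of 1e-05, the smallest that 100000 permutations can give). After the set, it accounted for 32.3% (permutation p of 1e-04, the smallest that 10000 permutations within sets can give). The median Pearson r across features between the fold changes of 2 doses was 0.435. Unchanged groups that share the control libraries gave a median of 0.505 and an upper limit of 0.523 for the central 95% of 100 simulations, so the observed value was not above that background. Features are not independent replicates.

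The 1000 and 100 µM groups were also compared directly. Between them 7906 features differed (3908 higher at 1000 µM, 3998 lower) by edgeR's quasi-likelihood test, and 8310 with the set term. Against control, 6095 features were called at both doses and 5556 of them had the same direction. Both comparisons share the control libraries, which are all in set A, and no library of either dose is in that set. This agreement in direction can therefore arise without a dose effect, and no conclusion is drawn from it.

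At 1000 µM the largest rises by the naming rule were in IGFBP1 (ENSG00000146678.10), CYP1A1 (ENSG00000140465.14) and AQP3 (ENSG00000165272.16). IGFBP1 rose from 103.9 ± 9.52 CPM in control to 3309 ± 655 (SD, n = 3), a log2 fold change of 4.99 ± 0.154 (SE) with an adjusted p of 1.79e-14 by edgeR's quasi-likelihood test. CYP1A1 rose from 2.88 ± 0.282 to 79.2 ± 1.39 CPM, a log2 fold change of 4.78 ± 0.127. AQP3 rose from 1.28 ± 0.112 to 34.7 ± 3.49 CPM, a log2 fold change of 4.75 ± 0.174. Under the set term the 3 log2 fold changes were 4.55, 5.17 and 4.75. These genes also had the largest rising slopes per dose rank, of 0.72, 0.74 and 0.72. The rise was mostly between 100 and 1000 µM. At 100 µM IGFBP1 stood at 219.6 ± 2.43 CPM, CYP1A1 at 5.95 ± 0.221 CPM and AQP3 at 1.54 ± 0.209 CPM (SD, n = 3), and the AQP3 means from 0.01 to 100 µM lay between 1.19 and 1.64 CPM.

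The largest falls at 1000 µM were in RPL23AP42, LINC01823 and APOLD1, with log2 fold changes of -6.98, -6.68 and -6.67. Under the set term they were 0.15, -1.58 and 0.19, none of which passed the threshold. In replicate 3 at 1 µM, in set B, APOLD1 stood at 0.214 CPM, against 20.1 and 23.5 CPM in replicates 1 and 2. The largest falling slopes per dose rank were in RPL21P75 (-1.39), LINC01823 (-1.27) and APOLD1 (-1.14), and with the set term none passed. RPL23AP42, RPL21P75 and PPIAP22 are named as pseudogenes of abundant genes, so their counts are uncertain.

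At 100 µM the largest rises were in DERPC, CDKN2AIPNL and PBK. CDKN2AIPNL rose from 3.65 ± 0.435 to 28.2 ± 0.476 CPM (SD, n = 3; log2 fold change 2.95 with adjusted p 3.7e-11 by edgeR's quasi-likelihood test), and PBK from 4.39 ± 1.06 to 32.7 ± 1.2 CPM (log2 fold change 2.91). Under the set term these were 2.26 and 2.43 and passed. DERPC (3.00) did not pass with the set term. The largest falls were in PPIAP22 (-8.83), RPL21P75 (-5.67) and LINC01823 (-5.64), and none passed with the set term.

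At 10 µM the largest rises were in CRCP (1.68), TUBBP1 (1.67) and MICOS10 (1.65), and the largest falls in PPIAP22 (-8.90), RPL23AP42 (-8.89) and RPL21P75. RPL21P75 had at most 1 count in each 10 µM library, and 5.87 ± 5.73 CPM (SD, n = 3) in control, with 12.1, 4.60 and 0.882 CPM in replicates 1, 2 and 3. It was at least 67.2-fold lower than the control mean, at least 31.3-fold lower without control replicate 1 and at least 10.1-fold lower than control replicate 3. None of these 6 genes passed with the set term. TUBBP1 is named as a pseudogene, so its counts are uncertain. MICOS10 stood at 39.4 CPM in replicate 3 at 1 µM and 39.5 ± 0.259 at 10 µM, against 17.95 and 13.25 CPM in replicates 1 and 2 at 1 µM.

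At 1 µM JPT1 rose (log2 fold change 0.56), while ZNF107 (-0.68), ZNF117 (-0.66) and ZNF92 (-0.59) fell; the ZNF genes belong to a family with shared sequence, so their counts are uncertain. The 1 µM count was 119 without replicate 2 at 1 µM. It was 12 to 83 without control replicate 2, replicate 2 at 100 µM, or replicate 2 or 3 at 1000 µM. It was 0 without any other single library, control replicate 1 included. At 0.01 µM, MATR3 fell from 251.3 ± 35 to 155 ± 7.65 CPM (SD, n = 3), a log2 fold change of -0.70 with an adjusted p of 0.0247 by edgeR's quasi-likelihood test. SCAF8 fell from 39.0 ± 1.87 to 26.8 ± 1.47 CPM, a log2 fold change of -0.54. The 0.01 µM count was 21 without replicate 3 at 1000 µM. It was 0 without control replicate 1 or 3, replicate 2 or 3 at 0.01 µM, or replicate 1 at 10 µM.

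Of the 36 tests of gene sets, 7 had an adjusted p under 0.05 by camera, and fry called 16. With an estimated correlation 2 held, namely the cell cycle at 100 µM and sterol synthesis at 1000 µM. Of 100 groupings of the libraries, the real one included, 97 gave at least 7. Regroupings keep the real differences between doses and library sets in the counts, so they are no background of unchanged groups. No conclusion on the count is drawn from that share. Sterol synthesis genes fell by a median of 1.98 on the log2 scale at 1000 µM (camera adjusted p 5.2e-15), with 21 of 22 called and all 21 lower. Its median under the set term was -2.09. IDI1 fell from 402.7 ± 62.1 to 54.6 ± 2.25 CPM (SD, n = 3), SQLE from 306 ± 14.4 to 80.7 ± 6.52 CPM and ACAT2 from 317 ± 16.5 to 77.7 ± 1.14 CPM. The cell cycle set rose by a median of 1.01 at 100 µM (camera adjusted p 1.63e-15), with 25 of 25 genes called higher, and RRM2 (1.08), BIRC5 (2.28) and CENPF (1.36) had the smallest p. At 1000 µM its median was -0.04, but 18 of the 25 genes were called, 9 of them lower and the rest higher. The difference between 1000 and 100 µM was tested directly, with a camera adjusted p over 6 sets of 3.67e-21 for sterol synthesis and 9.95e-15 for the cell cycle, both lower at 1000 µM. AHR targets (2.12e-05) and the stress response set (0.0157) were higher at 1000 than at 100 µM by the same test, and p53 targets (0.37) and cAMP and CREB targets (0.079) did not pass. The 4 calls also passed with the set term.

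The other calls by camera were p53 targets at 100 µM (-0.53) and 1000 µM (-0.53), AHR targets at 1000 µM (0.47), cAMP and CREB targets at 100 µM (-0.28) and sterol synthesis at 1 µM (0.13). With the set term the last 2 did not pass, while the cell cycle set passed at 1 and 10 µM. The stress response set had no call by camera against control. Its members ASNS (2.25), DNAJB9 (1.51) and PDIA4 (-1.05) changed at 1000 µM. Among p53 targets at 1000 µM, BTG2 (-2.33), FAS (-1.45) and SPATA18 (-1.13) fell. Among AHR targets NQO1 rose at 1000 µM (1.36) and NFE2L2 fell at 100 µM (-0.47), the latter not passing with the set term. Among cAMP and CREB targets G6PC1 (4.14) and PPARGC1A (2.0) rose at 1000 µM and TAT fell at 100 µM (-1.15). The median of this set at 1000 µM was -0.504, and 8 of its 13 called members were lower there.

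**Figure D3:**
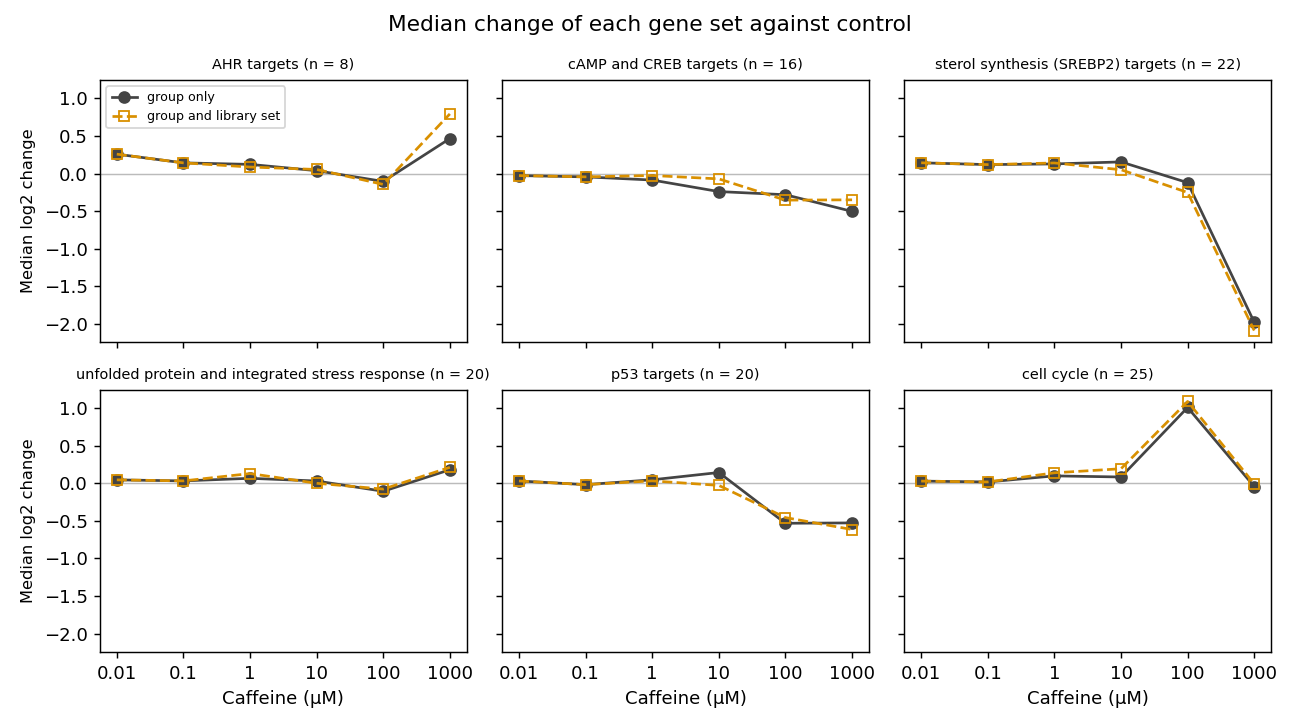
Median log2 change against control of each of the 6 gene sets by caffeine dose, from group means only and with the library set as a term. Sterol synthesis genes were lowest at 1000 µM (-1.98) and cell cycle genes highest at 100 µM (1.01).

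Of the 19 caffeine-related genes tested, the number called adjusted over the list alone was 2, 0, 2, 4, 7 and 13 at the 6 rising doses. At 0.1 µM, 5 of the 19 had an unadjusted p under 0.05. Over all genes tested the numbers were 0, 0, 0, 4, 7 and 13. The sum over doses was 28 adjusted over the list alone. With the set term, over the list alone, the numbers were 5, 0, 4, 0, 4 and 12. At 1000 µM PDE4C fell from 9.32 ± 1.61 to 0.920 ± 0.151 CPM and ITPR1 rose from 27.4 ± 2.7 to 115.2 ± 20.4 CPM (SD, n = 3).

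**Figure D4:**
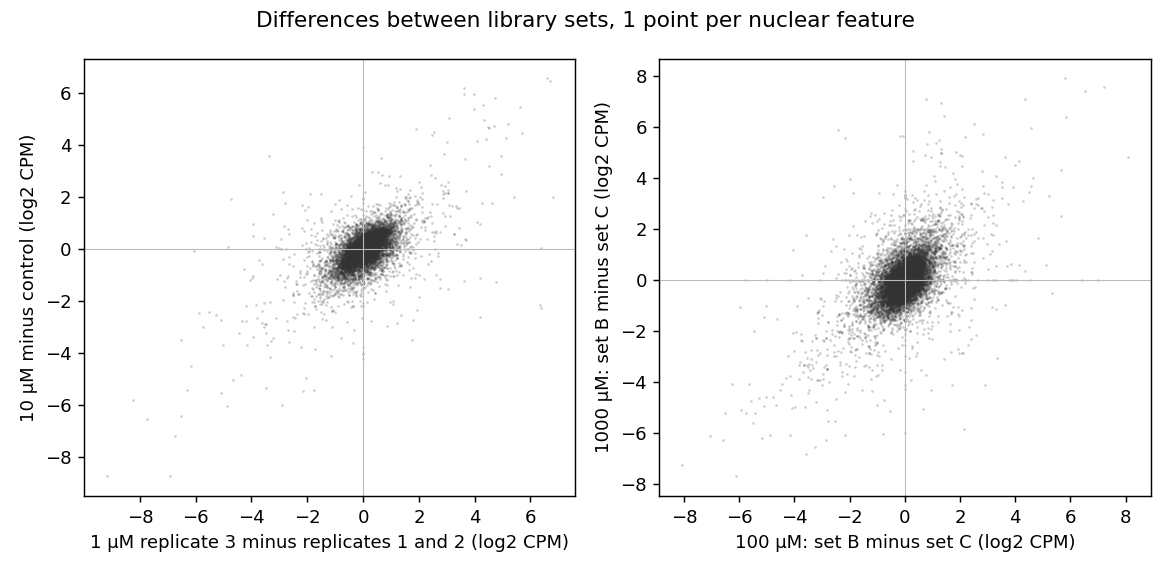
Differences in log2 CPM with 1 point per nuclear feature. Left, 10 µM minus control against replicate 3 minus replicates 1 and 2 at 1 µM (r = 0.623); right, set B minus set C at 1000 µM against the same at 100 µM (r = 0.557).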

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

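The design, the gene sets and the alternatives were chosen before the data were examined, except the library set as a term, annotated genes only and set A alone, which were chosen after seeing the data. No test of a cause in this part was chosen only after the result was seen, since causes were not tested here unless named.

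The library set as a term moved the counts at 0.01, 10, 100 and 1000 µM and the trend more than the other alternatives run. It gave 542, 4, 113, 5, 3114 and 6829 features at the 6 rising doses, against 5, 0, 19, 2650, 8358 and 10342 without it, and 767 for the trend against 9919. The share of rising features in the trend went from 53.5% to 73%. It turned the sign of RPL23AP42 at 10 µM (0.82) and 1000 µM (0.15), RPL21P75 at 10 µM (3.46), 100 µM (6.96) and per dose rank (0.61), and APOLD1 at 1000 µM (0.19) and per dose rank (0.025). None of these 7 values passed the threshold. In the simulation with a set difference, this term lowered the genes recovered at 10 µM from 176 to 138 of 200, so part of a loss of calls is lower power. The simulated change there was 1 log2 unit, which 386 of the 2650 real calls reached, and their median absolute log2 fold change was 0.508. The power lost for the real calls can therefore be larger than in the simulation. The link between sets A and B rests on replicate 3 at 1 µM. Set C shares no group with set A, so with the set term every comparison of 10, 100 or 1000 µM with control rests on that library. Set A alone gave 18 at 0.01 µM and 0 at 1 µM (2576 at an unadjusted p under 0.05).

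The counts at 0.01 and 1 µM moved under most choices, and that at 0.1 µM under 3 of them, the set term included. The cause was not tested, but at 0.01 µM the set term left the fold changes nearly unmoved. The 5 calls there had a median absolute log2 fold change of 0.646 without it and 0.644 with it. The common coefficient of variation between replicates in edgeR went from 0.1485 to 0.1003. The rise to 542 thus reflects a smaller estimated spread. At 0.01 µM the count was 394 by DESeq2's Wald test, 8 by limma-voom, 10 with a mean of at least 5 CPM, 2 without a filter and 10 with only control and that dose in the fit. At 0.1 µM it was 51 by DESeq2 and 1 without a filter. At 1 µM it was 426 by DESeq2, 11 with DESeq2 size factors, 57 with a mean of at least 5 CPM, 0 without a filter and 2 with only control and that dose. At 10 µM it was 1748 without a filter, and the share higher went from 49.2% to 57%. Gene set calls went from 7 to 16 with fry, 2 with an estimated correlation and 13 without a filter. The counts at 100 and 1000 µM and in the joint test stayed within 1.5 times under every alternative run except, at the 2 doses, the set term.

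With the replicate block the counts were 0 at 0.01 µM, 0 at 0.1 µM, 0 at 1 µM, 2272 at 10 µM, 8099 at 100 µM and 10167 at 1000 µM, with 12865 in the joint test, 9563 for the trend, 5 gene set calls and 25 for the caffeine-related list. The share of variance (66.6%) and the correlation (0.435) cannot move under this block, because every group holds each replicate number once, so they say nothing about stability. Same-numbered libraries showed little shared deviation, with a mean correlation of -0.108 to 0.152 and 1 of 21 pairs of groups over 0.1. At 1, 100 and 1000 µM the deviations also hold the differences between library sets, which can mask a pairing. A pairing by number was thus not seen, but it is not excluded for these groups.

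Across the fits that each left out 1 library, counts ran from 0 to 21 at 0.01 µM, 0 to 1 at 0.1 µM, 0 to 119 at 1 µM, 1039 to 3519 at 10 µM, 7104 to 9091 at 100 µM and 9272 to 10922 at 1000 µM. The joint test gave 12348 to 14146, the trend 9113 to 10538, the list 24 to 31, the share of variance 64.4% to 68.9%, the correlation 0.318 to 0.487 and gene sets 4 to 18. The 10 µM count was 1039 without replicate 1 at 10 µM. Gene set calls were 4 without replicate 3 at 1000 µM and 18 without control replicate 3. Over named genes, 1328 of the values under alternatives kept their side of the threshold, 144 became weaker and 7 changed sign.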

Other observations

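Chosen only after the result was seen were the tests of batches, exchanged doses and library size for the 3 library sets, the tests of the set difference on the calls at 10, 100 and 1000 µM and on sterol synthesis, and the regroupings of single gene sets. The correlations were first looked at over 10004 features with a mean log2 CPM above 3 and are given over all 17936 tested nuclear features, for which the tests were written.

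The 3 library sets cut through the 1, 100 and 1000 µM groups. Exchanged doses among the 100 and 1000 µM libraries predict no relation between the 1000 minus 100 µM difference in set B and in set C, and r across features was 0.608 (0.833 over the more abundant features). A length or GC bias predicts that the shared set difference goes away after a smooth trend on both is removed, and r was 0.599 after removal. Reads shared between copies predict the same among genes without a named copy, and r was 0.486 over 11170 such protein-coding genes. Total counts overlapped between all 3 pairs of sets, against library size as the cause, but only 1 of the 3 set C libraries reached the range of set A. A difference between sequencing or library batches may account for the sets, since set B minus set C at 100 µM and at 1000 µM, which share no library, correlated at 0.557 (0.650 over the more abundant features). The labels name no batch, and other differences between the cultures stay open as untested. They also state no aligner or counting tool, so a difference in read processing between libraries stays open too. That replicate 3 at 1 µM is a 10 µM library cannot be told apart from a shared set, because its excess variance against the 10 µM libraries was 1.89 times that among them, with overlapping ranges (8.25 to 27.4 against 3.84 to 11.5), and it is 1 library.

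The calls at 10 µM could reflect the library sets. The 10 µM fold changes correlated across features at 0.623 with the difference of replicate 3 from replicates 1 and 2 at 1 µM, which shares no library with them, while replicate 1 minus replicate 2 at 1 µM gave 0.0546. The test asked for a slope near 1 as well, and the slope was 0.578 (0.767 with r of 0.779 over the more abundant features). A single noisy library on the x axis lowers a slope, which was not corrected for, so the set and the dose cannot be told apart at 10 µM. At 100 µM 33.5% of the calls were still called in the same direction with the set term. That is too many for the sets as the source of all, if set differences are equal at all doses. That share also falls with lost power, so it cannot tell whether the sets were the source of most. Of the 100 µM calls 93.3% kept their sign, called or not, against 82% at 10 µM. Their median absolute log2 fold change went from 0.687 to 0.516 with the set term, against 0.508 to 0.173 at 10 µM. More of the size was thus kept at 100 than at 10 µM. At 1000 µM 59.5% of the calls were still called in the same direction. That fit also takes its link to control from replicate 3 at 1 µM and holds set differences equal at all doses. The 1000 minus 100 µM difference needs no such link, and it correlated at 0.608 across features between set B and set C. This argues against the sets as the whole cause.

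The fall of sterol synthesis genes at 1000 µM was also present within sets. The median of 1000 minus 100 µM was -1.83 in set B, lower in 22 of 22 genes, and -1.83 in set C, lower in 21 of 22. Of 10000 random lists matched on expression none was as low, against the set difference as its cause. These comparisons rest on 3 libraries per set. By the same comparison, also chosen after the result was seen, AHR targets had medians of 0.786 in set B and 0.813 in set C, with 0 of 8 genes lower in each. Cell cycle genes were lower in 25 of 25 in each, with medians of -0.907 and -0.73. The stress response medians were 0.314 and 0.366, with 8 and 7 of 20 genes lower. Medians of p53 targets (0.1 and -0.177) and of cAMP and CREB targets (-0.088 and 0.406) differed in sign between sets. Across 100 groupings of the libraries, the largest absolute median of the sterol synthesis set reached 1.98 in 1, the real one, and that of the cell cycle set reached 1.01 in 1. For p53 targets 2 of 100 reached the observed 0.532, for cAMP and CREB targets 5 of 100 reached 0.504, for AHR targets 16 of 100 reached 0.466, and for the stress response 37 of 100 reached 0.181. Since regroupings keep the real dose and set differences, a larger share does not show that a set is unchanged. A dose effect of 1000 µM caffeine on sterol synthesis transcripts is a hypothesis that may be tested in cultures with controls in every batch.

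Processed pseudogenes moved more between library sets than protein-coding genes. Of 378 tested, 19.6% moved by over 1 log2 unit in the same direction at 100 and 1000 µM, against a mean of 5.30% over 10000 matched draws of protein-coding genes (permutation p of 1e-04, the smallest they can give). Reads shared between copies that are assigned differently between sets may account for this. The draws were matched on expression and not on the spread within a set. PPIAP22 also varied within set A, at 0.473, 0.936 and 68.6 CPM in replicates 1, 2 and 3 at 0.1 µM. The test therefore cannot tell a set difference from pseudogene counts that vary between any libraries. No biological explanation was tested.

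Other splits of the 6 libraries of a dose and control gave as many features in 1 of 10 splits at 0.01 µM, 10 of 10 at 0.1 µM, 2 of 10 at 1 µM and 1 of 10 at 10, at 100 and at 1000 µM, the real split included, and 10 splits cannot give a share under 0.1. At 1 µM the other split, with 72 features, set control replicates 1 and 2 and replicate 2 at 1 µM against the rest. At 10, 100 and 1000 µM the real split also follows the library sets, since all controls are in set A and no library of these doses is. The fit with the set term gave 5, 3114 and 6829 features there, against 2650, 8358 and 10342 without it. Of 100 groupings of the 21 libraries, 1, the real one, gave as many in the joint test, 1 in the trend and 1 for the caffeine-related list, while 97 gave as many gene set calls. The last share cannot place the gene set calls at background, because regroupings keep the real dose and set differences.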
